A study of Saccharomyces cerevisiae with 24 samples. Its data were reported in "A role for condensin in mediating transcriptional adaptation to environmental stimuli" (2021).

How the data were processed

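RNA was sequenced from budding yeast (Saccharomyces cerevisiae, W303 background) of 2 strains. The control strain carried a Pk epitope on Ycg1, a subunit of the chromosome-structuring complex condensin. In the degron strain, ycg1Degron1, YCG1 was driven from the methionine-repressible MET3 promoter, and the protein carried a degron tag, so that in auxin the co-expressed plant ubiquitin ligase subunit OsTIR1 marks it for destruction. Both strains were cultured at 25°C, and auxin was used at 88 μg/ml. The G1 sample came from cells given the mating pheromone α-factor, which holds them in G1. After 1.5 h in pheromone, these cells were moved from synthetic medium lacking methionine to rich medium with auxin. Rich medium contains methionine, which represses the MET3 promoter. The cells were held there for 2 h, still in the pheromone arrest. The same cultures were then released from the pheromone and passed through S phase. The M sample was taken after a further 2 h in nocodazole, which depolymerises microtubules and holds cells in mitosis. Each RNA sample was made into a library of total RNA, with ribosomal RNA left in, and a library of polyA-selected RNA. Reads were 76 bp, single-end and strand-specific.

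Samples were grouped from the titles that the submitters gave them. These placed the 24 samples in 8 groups (2 strains, 2 arrests and 2 library types) with 3 biological replicates in each. The replicate numbers in the titles are shared across the groups.

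The table that the authors deposited lists 7218 features, of which 92 are ERCC spike-in sequences. It has 24 columns of expected counts, which estimate the number of reads per gene, and 24 columns of TPM, a length-normalised abundance. Both were made by the authors with RSEM after adapter trimming with cutadapt and alignment with STAR to the Ensembl R64-1-1 assembly. RSEM divides reads that fit several genes among them, which affects values for near-identical genes such as transposon copies.

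The column names give the arrest, the library type and the replicate, and a number, 14 or 18. This number was taken as a code for the strain, because strain is the only other factor in the sample titles. These codes were looked for in the title, description, source and characteristics of every sample, and 0 of the 48 columns had a code that appears there. By name, each column fits 2 samples, one of each strain. Columns were matched to samples by name alone. Column order and the values in the columns were not accepted as keys, and neither were the read totals that the study lists for each library by strain name, since using them would mean matching on column totals. All 48 columns of per-sample values were therefore not used, and no depth per sample, fold change or test is given. The tests and processing alternatives chosen before the data were examined were not run.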

Results

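The data collected were polyA-selected and total RNA sequencing libraries of a control strain and of ycg1Degron1, a strain in which the condensin subunit Ycg1 can be depleted. Libraries were made from cells held in G1 and from cells that had passed into a nocodazole-imposed mitotic arrest. There were 24 libraries in 8 groups, with 3 biological replicates in each group.

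The design implies a comparison of ycg1Degron1 with the control strain in G1 and in mitosis, made separately for polyA and for total RNA. It addresses the question of which transcripts differ in abundance between the strains after the depletion treatment. Every group was moved from synthetic to rich medium with auxin. The design therefore cannot tell an effect of depletion itself from an altered response to the change of medium, which the paper raises as a possibility. By qPCR in the paper, lower Ty2 transposon expression in G1 was absent when methionine and auxin were added without that change. Nor can the design separate an effect of depletion from strain differences present beforehand. According to the paper, the degron strain held less condensin even before the treatment, and earlier expression differences cannot be ruled out. Segregation of ribosomal DNA, which the paper treats as a sensitive measure of condensin function, was unaffected before depletion. The copy number of ribosomal DNA was reduced in the control by its Pk tag, and reduced further in ycg1Degron1. The paper does not exclude that this contributed to expression differences between the strains. A further comparison asks whether the difference between the strains changes between the arrests. It is not a test of cell-cycle stage alone, since M cells had also passed through S phase after depletion and were sampled later. In the paper, several histone genes were higher in the degron strain in M. By qPCR, histone genes were unaffected when Ycg1 was depleted after S phase. None of these comparisons of the deposited data was made here, because of the rule adopted that columns are matched to samples by name alone. The column names hold a code, 14 or 18, that was taken to stand for the strain and that the sample labels used here do not explain. By name, 0 of the 48 columns could be matched to a single sample. Other possible keys were not used here, namely the order of the columns, the values in them and the read totals that the study lists for each library. No expression value, difference or test is reported.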

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

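The count of columns matched to a single sample by name, 0 of 48, was recomputed with a strain code also accepted inside other words and numbers of the labels, an alternative chosen after seeing the data. The count was again 0. This bears on the search of the labels and on no expression result.

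No paired analysis was possible within the rule adopted here, because it admits a column only where its name matches a single sample. The limit lies in that rule and not in the table. Column names give the arrest, library type and replicate number, so M against G1 within one code, paired by replicate number, or one code against the other without naming the strains, can be computed under another rule. These contrasts were not run, and neither were the alternatives chosen before the data were examined, which concern expression results.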
